A study of Homo sapiens with 8 samples. Its data were reported in "Control of protein synthesis through mRNA pseudouridylation by dyskerin" (2023).

How the data were processed

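The samples were iCLIP libraries from U2OS, a human osteosarcoma cell line. In iCLIP, ultraviolet light crosslinks proteins to the RNAs they contact, the protein is precipitated with its RNA fragments, and reverse transcription tends to stop at the crosslinked nucleotide, so that the start of a cDNA marks a contact at the resolution of a single nucleotide. Nuclear fractions were precipitated with an antibody against dyskerin, the pseudouridine synthase of the H/ACA complex, with an antibody against GAR1, another core protein of that complex, or with mouse immunoglobulin (IgG) as a control. The study lists its dyskerin antibody for precipitation as mouse and its GAR1 antibody as rabbit. The mouse IgG was therefore not matched in species to the GAR1 antibody, which limits every comparison of GAR1 with IgG. The 8 libraries fell into 4 groups of 2 replicates, namely dyskerin, GAR1 and a set of IgG controls labelled for each of them. The labels number the replicates and do not say whether they were separate cultures, while legends of the study call its experiments independent. The p-values therefore measure only the spread between these samples, which may be technical.

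The authors processed the reads on the iMaps server. According to the methods and the submitters' processing notes, read quality was examined with FastQC 0.11.9, adapters were trimmed with Cutadapt (version not given in the sources used here), and reads were aligned end to end to GRCh38 (hg38) with STAR 2.7.0e. iCount then quantified crosslink positions as cDNAs, kept reads with up to 50 alignments, and called significant sites in each library by itself, with a window of 3 nt on either side, 100 permutations and a false discovery rate of 0.05. Each library was deposited as significant crosslink sites and as clusters of such sites, and the values in both are counts of cDNAs that the authors did not normalize. In the cDNA mode of iCount, reads that share a position and a barcode count once, so a count of cDNAs stands closer to molecules than a count of reads. Because a site had to pass in its own library, the sum of cDNAs over sites is the part of a library that passed the call and not its sequencing depth, and an RNA with weak signal can be at 0 in 1 library and present in another. Reads with several alignments can be counted at each near-identical copy, so values of paralogous genes are uncertain.

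Sites were assigned by strand to the 62700 genes of GENCODE 44, with short non-coding RNAs taken first, then exons, then introns. RefSeq held 98 further small nucleolar and Cajal body RNAs (snoRNAs and scaRNAs), which were added, 458 that GENCODE already had, and 12 whose strand was not settled and which were left out. A site within 5 nt upstream of a short non-coding RNA was counted with that RNA. The RefSeq addition and the 5 nt margin were chosen after the data were seen. The cDNAs of all sites of a gene were summed, and CPM values are these sums scaled to the same total of peak cDNAs in every library, without TMM. Coordinates are on GRCh38 and are counted from 1.

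Genes with at least 10 counts in at least 2 libraries were tested with edgeR 4.0.16 (R 4.3.3, limma 3.58.1), by the quasi-likelihood F test on the counts as deposited, with TMM scaling and all 4 groups in a single fit that left 4 residual degrees of freedom. All tests were two-sided unless said otherwise. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and adjusted values under 0.05 were called. The TMM factors were 1.39 for both dyskerin libraries, 0.362 and 0.0700 for GAR1, 1.11 and 3.83 for the dyskerin IgG set, and 1.56 and 3.09 for the GAR1 IgG set. Fold changes compare the composition of the peak cDNAs and carry no absolute amounts, and they differ from ratios of CPM because of these factors. A gene with no count in either library of a group has only a bound, which was computed against a floor of 3 counts over the group, on the TMM scale and, where stated, per peak cDNA. The fitted fold change of such a gene depends on the prior count and is no bound.

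For 15 gene lists, those with at least 5 tested members were tested with the fry function of edgeR. Its p-value tests whether the genes of a list move on balance in one direction, its mixed p-value whether they change in either direction, and neither compares a list with other genes. The lists were H/ACA snoRNAs, C/D snoRNAs, scaRNAs, spliceosomal snRNAs, other short structured non-coding RNAs, snoRNA host and nuclear lncRNAs, mitochondrially encoded RNAs, and mRNAs of cytosolic ribosomal proteins, translation factors, replication-dependent histones, splicing speckle proteins, the cytoskeleton and extracellular matrix, nucleolar and H/ACA proteins, glycolysis and chaperones. The named genes were those that passed in a comparison with both replicates of a group above both of the other in CPM. Of these, the 6 non-coding and 10 protein-coding genes of highest mean CPM were taken for the higher direction, and 3 and 5 for the lower. A further 16 genes were named whatever their result: ACTB, EEF2, SRRM2, SNORA66, SCARNA1, TERC, RNU2-2P, RN7SK, RMRP, RN7SL1, MALAT1, NEAT1, DKC1, GAR1, NHP2 and NOP10. The lists, this rule, the tests and most alternatives were set before the data were examined.

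Shares of peak cDNAs by RNA class, densities of sites over genic regions, distances of intronic sites to the nearest exon, positions in H/ACA RNAs and base composition were computed for each library with Python 3.11.15 (pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1) and are given as mean ± SD of 2 replicates. With 2 libraries against 2 the smallest exact permutation p is 0.333, so shares were tested only as the 4 antibody libraries against the 4 IgG libraries, by an exact permutation test over 70 arrangements. The same test of region densities and of positions in H/ACA RNAs was added after the data were seen, and adjusted over 4 and 5 measures. Shares of single libraries have Wilson 95% confidence intervals, which cover counting error only. Region densities are sites per kb of the region in all protein-coding genes, scaled to 100%. Intronic and crosslinked positions were compared with random positions in the same introns or genes (100 draws for introns, seed 42). Positions in H/ACA snoRNAs and scaRNAs used RNAs with at least 50 cDNAs, each weighted equally, with flanks of 50 nt. Thinned values used cDNAs drawn down to the 585454 peak cDNAs of the smaller GAR1 library, and for clusters to 587491.

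Intronic hot spots of GAR1 were stretches of sites no more than 30 nt apart and over 200 nt from any annotated short RNA, with at least 50 GAR1 cDNAs in all and 5 in each replicate. An H box was sought 45 to 85 nt downstream and an ACA box 40 to 90 nt after it, and the share with both was set against 100 random positions per hot spot in the same introns, by an exact one-sided tail. The cDNAs of each group at a hot spot were counted within 50 nt of its highest position, and also divided by the peak cDNAs of the group.

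Alternatives set beforehand were scaling to total peak cDNAs, DESeq2 1.42.0 with its own size factors, no filter, a minimum of 50 counts, sites with at least 3 cDNAs, sites that overlap a single gene, a replicate block, leaving out each library in turn, and other weights, exons, overlaps and minimums for the site measures. Added after the data were seen were counts with no scaling between libraries, annotated ends of short RNAs taken exactly, GENCODE 44 alone, leaving out the 2 IgG libraries with the fewest peak cDNAs, a replicate block with the numbers crossed in the GAR1 set, and leaving out sites within 100 nt of snoRNAs and scaRNAs from the region densities.

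The procedure was tested on simulated data, in which counts of 6410 genes were drawn at the real library sizes from each gene's mean share over all 8 libraries, and 200 genes were raised or lowered in the dyskerin libraries by known folds. Apart from these 200 genes all groups had the same composition. The simulation therefore did not test groups that differ in composition as the real ones do, or genes absent from a whole group. At the real spread (median dispersion 0.501), none of the 67, 67 and 66 genes changed by 4-, 16- and 64-fold was recovered for dyskerin against IgG, with 0 calls in all. For dyskerin against GAR1, 0, 0 and 3 were recovered, and 4 of the 7 calls were false. At a dispersion of 0.0250, 14, 58 and 61 were recovered in dyskerin against IgG, where 1 of 134 calls was false, and 54, 67 and 66 in dyskerin against GAR1, where 11 of 198 calls were false. Of 2000 real sites drawn at random, 1786 lay inside a single gene and outside the margins of others, and all 1786 had been assigned to that gene. The search for H and ACA boxes found both in 200 of 200 made sequences that held them and in none of 200 that did not.

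The share of intronic sites in repeats was not computed, because the reference sequence used here has no soft-masked bases. Sequencing depth, reads outside significant sites and the other assays of the study were not analysed here.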

Results

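Crosslink sites of dyskerin and GAR1 were mapped by iCLIP in nuclei of U2OS cells, to ask which RNAs the H/ACA proteins contact, where along them, and whether the 2 proteins contact the same RNAs. There were 8 libraries, 2 each for dyskerin, GAR1, the IgG controls of the dyskerin set and the IgG controls of the GAR1 set. Significant sites numbered 902977 and 925145 in the dyskerin libraries, with 1693951 and 1875459 cDNAs. The GAR1 libraries had far fewer sites, 24810 and 53445, but 585454 and 1976518 cDNAs, so a site held 23.6 and 37.0 cDNAs on average, against 1.88 and 2.03 for dyskerin. The dyskerin IgG libraries had 79451 and 2954 sites with 146514 and 8183 cDNAs, and the GAR1 IgG libraries 15074 and 2747 sites with 295255 and 10701 cDNAs. These sums cover only what passed the call in each library. Clusters covered 2963 and 3035 kb in the dyskerin libraries and 44.4 and 107 kb in the GAR1 libraries. They covered 267 and 7.97 kb in the dyskerin IgG set and 28.7 and 7.20 kb in the GAR1 IgG set.

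Of the dyskerin sites, 28.6% and 27.9% were also called at the same nucleotide in the other replicate, and these held 51.6% and 54.2% of the cDNAs. For GAR1, 75.8% and 35.2% of sites were shared between replicates and held 98.5% and 96.1% of the cDNAs. GAR1 sites were also found in the first dyskerin library at 64.5% and 44.8%, and in the second at 67.1% and 48.7%. Of the first GAR1 library, 45.9% of the sites and 94.4% of the cDNAs lay at positions also called in the first GAR1 control, and 8.55% and 66.2% at positions of the second. The dyskerin libraries held 96.9% and 97.1% of its cDNAs by the same measure. Replicates of all 4 groups differed by more than sampling noise, with chi-square values per degree of freedom of 18.8, 50.7, 34.4 and 14.2, so no pair was a single library deposited again. This does not show that they came from separate cultures.

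Messenger RNAs held a larger part of the dyskerin signal than of the GAR1 signal. Protein-coding genes held 65.4% ± 1.17 (SD, n = 2) of the peak cDNAs of dyskerin and 2.83% ± 0.571 of those of GAR1. The dyskerin share rested on sites of few cDNAs, as it was 38.1% with sites of at least 3 cDNAs. With sites of at least 10 it was 7.18% and 9.56% in the dyskerin libraries, against 1.08% and 1.54% in the GAR1 libraries. The GAR1 share depended on how sites were assigned and weighted. It was 12.1% with exact annotated ends of short RNAs, 18.8% with sites that overlap a single gene and 32.7% with each site counted once. Dyskerin stayed above GAR1 under each of these settings, at 67.7% and 66.9% in its libraries with exact annotated ends. H/ACA snoRNAs, which guide pseudouridylation and are bound by both proteins, held 14.1% ± 2.27 for dyskerin and 76.7% ± 1.89 for GAR1. scaRNAs, the guides found in Cajal bodies, held 1.76% ± 0.630 and 5.84% ± 1.37, and C/D snoRNAs, which guide 2′-O-methylation with other proteins, held 3.98% ± 0.430 and 10.6% ± 0.0377. lncRNAs held 12.2% ± 1.17 and 2.05% ± 0.133. The IgG controls carried the same classes, as the plot of shares by RNA class shows. In the GAR1 IgG set H/ACA snoRNAs held 77.9% ± 3.68 and protein-coding genes 5.93% ± 4.74. The dyskerin IgG libraries differed from each other, with protein-coding genes at 55.7% (Wilson 95% confidence interval 55.5 to 56.0) and 14.5% (13.8 to 15.3), and H/ACA snoRNAs at 16.2% (15.97 to 16.3) and 58.7% (57.6 to 59.8). In exact two-sided permutation tests of the 4 antibody libraries against the 4 IgG libraries over 70 arrangements, none of the 11 classes passed, with a smallest p of 0.114, for mitochondrial RNAs (adjusted p = 0.707), and a p of 0.629 for protein-coding genes. These tests pool 2 proteins with very different shares, so they do not show whether either protein differed from its own IgG set. Dyskerin and GAR1 could not be tested against each other in this way, since 2 libraries against 2 allow no p below 0.33.

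**Figure D1:**
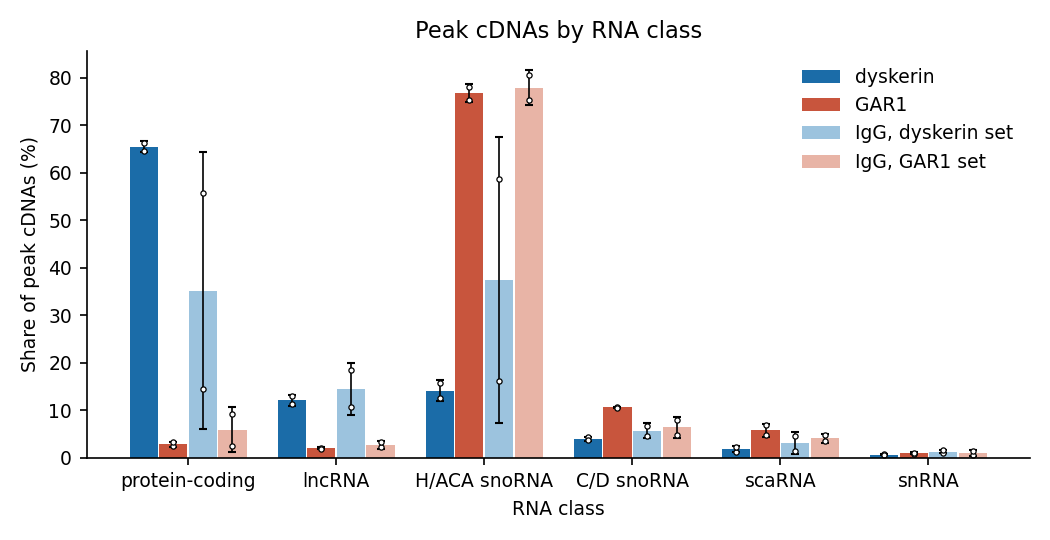
Share of peak cDNAs (%, vertical axis) in each RNA class for dyskerin, GAR1 and the IgG controls of each set, with bars for means, points for libraries and error bars for the SD (n = 2). Protein-coding genes stood at 65.4% for dyskerin and 2.83% for GAR1, and H/ACA snoRNAs at 76.7% for GAR1 and 77.9% for its IgG set.

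Within protein-coding genes, coding sequences were the most densely crosslinked region for both proteins, followed by 5′UTRs, 3′UTRs and introns, as the plot of region densities shows. For dyskerin, coding sequences had 81.2% ± 1.01 (SD, n = 2) of the size-normalized density, 5′UTRs 13.2% ± 0.312, 3′UTRs 3.13% ± 0.598 and introns 2.54% ± 0.726. For GAR1 the values were 62.5% ± 5.48, 21.2% ± 2.11, 10.5% ± 1.24 and 5.79% ± 2.13. In the controls coding sequences also led, with 79.1% ± 6.63 in the dyskerin IgG set and 56.2% ± 8.98 in the GAR1 IgG set, but in the first dyskerin IgG library introns (4.42%) stood above 3′UTRs (2.31%). When sites were weighted by cDNAs, 3′UTRs and introns of GAR1 changed places, at 10.1% and 10.4%. Without size normalization, introns held 50.4% ± 7.34 of the dyskerin sites and 71.4% ± 8.54 of the GAR1 sites, and coding sequences 46.0% ± 7.16 and 22.8% ± 7.70. Between the 4 antibody and the 4 IgG libraries none of the 4 densities passed (exact two-sided permutation p from 0.543 to 0.886, adjusted p = 0.886 for each). As both proteins are pooled here, this does not show whether either differed from its own IgG set.

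**Figure D2:**
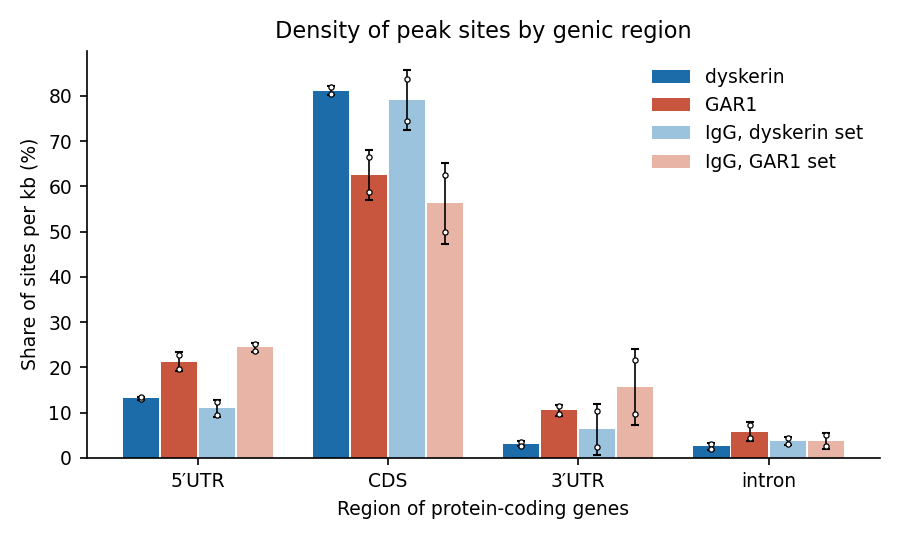
Density of crosslink sites per kb of region, scaled to 100% over the 4 regions (vertical axis), in 5′UTRs, coding sequences, 3′UTRs and introns, with bars for means, points for libraries and error bars for the SD (n = 2). Coding sequences led in all 4 groups, from 56.2% in the GAR1 IgG set to 81.2% for dyskerin.

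Intronic sites of dyskerin and of its first IgG library lay farther from exons than random positions, and intronic GAR1 sites did not. The median distance to the nearest exon of the same gene was 7984 and 7259 nt in the dyskerin libraries, against 6320 and 5740 nt for random positions in the same introns. In the GAR1 libraries it was 3780.5 and 4585 nt, against 4239 and 4730 nt at random. The dyskerin IgG libraries had medians of 10416 and 3541 nt, against 8073 and 3473 nt at random, a wider range than that between the antibodies, and the GAR1 IgG libraries had 2747.5 and 3289 nt, against 3480 and 4467.5 nt at random. Between 6 and 8 kb from the exon lay 8.54% and 8.10% of the intronic dyskerin sites (7.18% and 6.83% at random) and 5.38% and 4.79% of the GAR1 sites (4.44% and 4.54% at random), against 9.67% and 5.43% in the dyskerin IgG libraries (7.63% and 5.87% at random) and 3.94% and 5.05% in the GAR1 IgG libraries (5.01% and 5.62% at random). In bins of equal width the fullest was 0 to 2 kb in all libraries but the first dyskerin IgG library, where it was 2 to 4 kb.

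Sites were found in similar numbers of guide RNAs for dyskerin and GAR1. H/ACA snoRNAs with a site in both replicates numbered 134 for dyskerin and 140 for GAR1 of 243 annotated, scaRNAs 30 and 31 of 58, and C/D snoRNAs 168 and 176 of 450. The IgG controls also held sites in many of these RNAs, with 96 and 102 H/ACA snoRNAs, 17 and 20 scaRNAs, and 53 and 64 C/D snoRNAs in the dyskerin and GAR1 sets. After thinning the antibody libraries to the same number of cDNAs, the counts were 132 and 140 for H/ACA snoRNAs, 29 and 31 for scaRNAs, and 166 and 176 for C/D snoRNAs.

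Along H/ACA snoRNAs and scaRNAs, crosslinks gathered at the 5′ end for both proteins. The first decile of the RNA held 19.6% ± 0.923 (SD, n = 2) of dyskerin cDNAs and 24.2% ± 0.377 of GAR1 cDNAs, and the last decile 0.179% and 0.205%, as the plot of positions along these RNAs shows. The 50 nt upstream held 12.4% ± 4.31 and 15.98% ± 2.21. In the dyskerin and GAR1 IgG sets the first decile held 23.1% and 24.9%, and the 50 nt upstream 14.8% and 17.5%. The gathering at the 5′ end was therefore not particular to the antibodies. A contact near the 3′ end of such a short RNA leaves only a short cDNA, and the shortest reads were discarded in trimming. The low last decile thus does not show that the 3′ end was not contacted, and how far the assay shapes the gradient was not tested. The sixth decile lay above the fifth in all 8 libraries, at 7.94% and 7.20% for dyskerin and GAR1 and 5.14% and 4.85% in their IgG sets. The portion past the midpoint held 28.0% ± 1.42 for dyskerin and 28.9% ± 1.79 for GAR1, against 18.5% ± 1.11 and 23.2% ± 2.56 in their IgG sets. In all 4 antibody libraries the portion past the midpoint and the sixth decile lay above all 4 IgG libraries, with an exact two-sided permutation p of 0.0286 for both, the smallest this design allows, and an adjusted p of 0.0714 over 5 measures, so neither passed. The p-values were 0.457 for the first decile and the upstream flank and 0.0571 for the last decile. Because each RNA needed 50 cDNAs, the libraries average over different RNAs. There were 140 and 144 in the dyskerin libraries and 147 and 164 in the GAR1 libraries. The dyskerin IgG libraries had 87 and 26, and the GAR1 IgG libraries 140 and 41. Whether the differences from IgG come from these sets of RNAs was not tested.

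**Figure D3:**
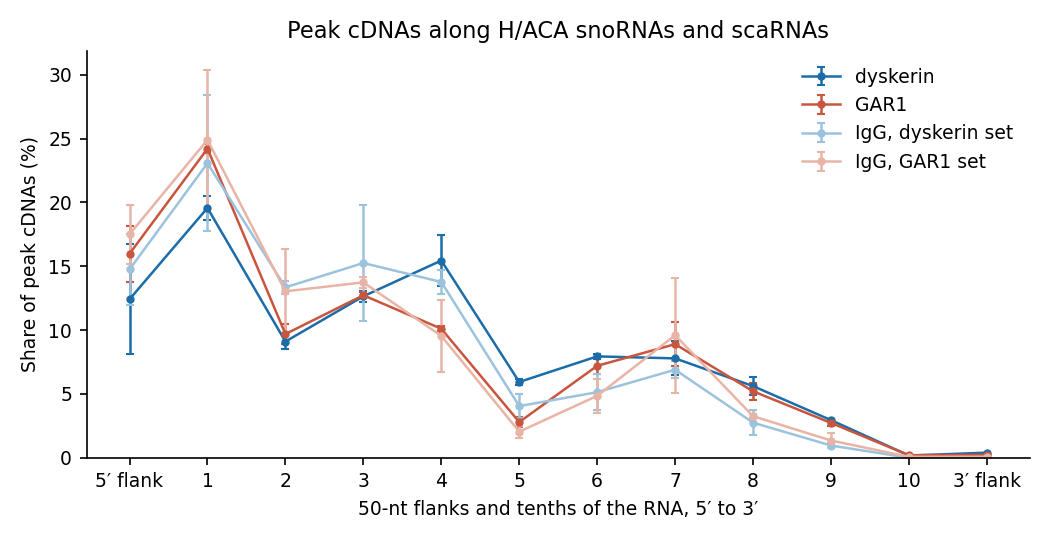
Mean share of peak cDNAs (%, vertical axis) in the 50-nt flanks and in successive deciles of H/ACA snoRNAs and scaRNAs from 5′ to 3′ (horizontal axis), with a line per group and error bars for the SD (n = 2). The first decile was highest, at 19.6% for dyskerin and 24.2% for GAR1, against 23.1% and 24.9% in their IgG sets.

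Ultraviolet crosslinking favours uridine, so the base at the site was compared with the controls. In protein-coding genes U stood at 32.3% ± 0.00573 (SD, n = 2) of dyskerin sites and 35.2% ± 2.76 of GAR1 sites, against 30.4% and 29.2% at random positions in the same genes. The IgG sets had 32.9% ± 2.06 and 32.2% ± 5.21, so the antibodies differed from IgG by less than the SD of the IgG replicates, though by more than that of their own.

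To ask which RNAs dyskerin enriched over background, its libraries were compared with their IgG controls gene by gene. RMRP, the RNA of the MRP ribonuclease, was at 0 in both controls and at least 5.66-fold higher in dyskerin on the TMM scale (6.28-fold per peak cDNA, against a floor of 3 counts over the group), with an edgeR adjusted p of 0.215. SRRM2, which encodes a speckle scaffold protein, stood at 2864 ± 252 CPM (SD, n = 2) in dyskerin and 1150.1 ± 1627 in IgG, a log2 fold change of 0.98 ± 2.08 (SE; edgeR adjusted p = 0.906). ACTB, encoding β-actin, had 1.09 ± 2.46 (adjusted p = 0.912), and EEF2, encoding a translation elongation factor, 1.48 ± 2.22 (adjusted p = 0.829). The nuclear lncRNA MALAT1 was at 43249 ± 1962 CPM in dyskerin and 86607 ± 7207 in IgG, a log2 fold change of −0.74 ± 1.12 (adjusted p = 0.829). SNORA66 was at 3055 and 11799.9 ± 11137 CPM, a log2 fold change of −0.98 ± 1.04 (adjusted p = 0.686). The remaining tested names had log2 fold changes of 0.88 ± 2.04 for NEAT1, 1.18 ± 1.64 for DKC1, −0.13 ± 2.39 for RN7SK, −0.29 ± 1.66 for RNU2-2P and 1.10 ± 1.49 for SCARNA1, with adjusted p-values of 0.795 or more.

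Across the 6410 genes tested, edgeR called 0 genes in dyskerin against IgG, with 1460 higher and 8 lower at an unadjusted p under 0.05 and a smallest adjusted p of 0.215. DESeq2 called 0, with 19 higher and 7 lower at an unadjusted p under 0.05. The count rose to 777 higher and 8 lower with a minimum of 50 counts, and to 3925 higher with no scaling between libraries. Of the gene lists, only the 12 tested glycolysis mRNAs passed (fry adjusted p = 0.0152), with a median log2 fold change of 6.12, or 1.08 with members at 0 set to their bound, and 0 members called. Of these 12, 9 were at 0 in a group. The adjusted p was 0.0557 without the first GAR1 library, 0.113 and 0.073 without the first and second dyskerin IgG libraries, and 0.0753 and 0.075 without the first and second GAR1 IgG libraries, and it was 0.0907 with scaling to total peak cDNAs. Without either dyskerin replicate too few members were tested for a value, and over the alternatives the adjusted p lay between 0.000219 and 0.125. H/ACA snoRNAs had a median of −0.15 and a mean of 0.58 and the test pointed up, with an adjusted p of 0.918. The median log2 fold change of all genes was 1.99 with TMM, 1.93 with total scaling, 1.60 with DESeq2 and 6.21 with no scaling. Of the 6410 genes 2808 had no count in IgG alone, and with genes at 0 in a single group at their bound the median with TMM was 0.37.

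GAR1 was compared in the same way with the IgG controls labelled for it, which were not matched in species to its antibody. SNORA66 stood at 17668 CPM in GAR1 and 25566 ± 3095 in IgG (SD, n = 2). Its log2 fold change was 3.65 ± 1.15 with TMM (SE; edgeR adjusted p = 0.297) and −0.53 with scaling to total peak cDNAs, so its direction depended on the scaling. SCARNA1 was at 2879 and 1667 CPM, with 5.03 ± 1.70 (adjusted p = 0.297), and MALAT1 at 3955 and 8634 CPM, with 3.15 ± 1.21 (adjusted p = 0.297; −1.12 with total scaling). RMRP had 5.27 ± 2.65, RNU2-2P, a U2 snRNA, 4.33 ± 1.89 (−0.28 with total scaling), SRRM2 6.83 ± 2.73, NEAT1 3.93 ± 2.28, ACTB 5.08 ± 2.92 and RN7SK 5.05 ± 2.88, with adjusted p-values from 0.297 to 0.351. With total scaling SCARNA1 was at 0.78, RMRP at 1.06, SRRM2 at 2.45, NEAT1 at 0.11, ACTB at 0.45 and RN7SK at 0.90 (adjusted p = 1 for each). DKC1, EEF2 and the GAR1 mRNA had no count in either group, and RN7SL1, the RNA of the signal recognition particle, was untested. It was at least 17.3-fold higher in GAR1 on the TMM scale and 1.47-fold per peak cDNA.

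No gene was called by edgeR in GAR1 against IgG, with 961 higher and 9 lower at an unadjusted p under 0.05 and a smallest adjusted p of 0.275, while DESeq2 called 14 higher and 4 lower. Without the first GAR1 library edgeR called 810 higher, in a fit whose smallest adjusted p of 1.73e-14 is implausible with 1 GAR1 library left, and with no filter 40 higher. With a minimum of 50 counts it called 25 lower, and with total scaling 1 lower. The 136 tested H/ACA snoRNAs had a median log2 fold change of 4.67, 4.66 with members at their bound and 0.51 with total scaling. Adjusted over the list alone, 108 of them were higher, as were 22 scaRNAs and 2 mitochondrially encoded RNAs, but none over all genes. No list passed the test, with a smallest adjusted p of 0.173. In the same fit without the first GAR1 library 5 lists passed as higher, H/ACA snoRNAs among them with an adjusted p of 0.0188. Of the 6410 genes 3182 had no count in either group, which set the fitted median over all genes to 0 with each scaling. Without them, and with genes at 0 in a single group at their bound, the median was 1.37 with TMM.

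Dyskerin and GAR1 were then compared with each other. Guide RNAs made up a larger part of the GAR1 signal and mRNAs a larger part of the dyskerin signal. Of 136 tested H/ACA snoRNAs, 117 were lower in dyskerin and 0 higher, with a median log2 fold change of −6.19. Of 30 scaRNAs 23 were lower (median −6.12), and of 165 C/D snoRNAs 65 were lower (median −5.30). Of 5354 protein-coding genes, 2731 were higher in dyskerin and 45 lower, and of 458 lncRNAs 207 were higher and 16 lower. Over all 6410 genes edgeR called 3030 higher and 287 lower, so 91.3% of calls were higher. Of the 3030, 3022 had no count in either GAR1 library, so their fitted fold changes are no bounds, and all 7 genes at 0 in both dyskerin libraries were called lower. The median over all genes was 5.56 with TMM and 1.19 with genes at 0 set to their bound, 6.56 with total scaling, 3.07 with DESeq2 and 7.53 with no scaling.

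The balance of calls depended on the tool, the scaling and single libraries. DESeq2 called 65 higher and 329 lower (16.5% higher), total scaling 5793 and 178 (97.02%), and no scaling 4477 and 18 (99.6%). Without a filter edgeR called 0 higher and 485 lower, and with sites that overlap a single gene 0 in either direction (1799 higher and 349 lower at an unadjusted p under 0.05). Without the first or the second dyskerin library 571 and 588 were higher and 20 were lower each time, among 2158 and 2144 tested. Leaving out the first GAR1 library gave 0 higher and 297 lower, the second GAR1 library 1 and 59, and the second dyskerin IgG library 1962 and 345. The fits without the first or second GAR1 library had smallest adjusted p-values of 6.48e-41 and 2.41e-13, implausible with 1 GAR1 library left, so their counts carry little weight.

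Among single RNAs, SNORA81 (chromosome 3, 186786675 to 186786852, plus strand) stood at 10536 ± 1131 CPM in dyskerin and 56026 ± 10116 in GAR1 (SD, n = 2), a log2 fold change of −5.85 ± 1.02 (SE; edgeR adjusted p = 7.42e-05). SNORA66 (chromosome 1, 92840719 to 92840851, plus strand) was at 3055 ± 895 and 17668 ± 84.2 CPM, with −6.10 ± 1.29 (adjusted p = 0.00157). SNORA73A and SNORA73B, which take part in early rRNA processing and are near-identical, so that their counts are uncertain, had −5.82 ± 1.13 and −5.72 ± 1.09 (adjusted p = 0.000495 for both). SCARNA1 (chromosome 1, 27834401 to 27834566) had −6.86 ± 1.85 (adjusted p = 0.0229), and RNU2-2P −4.99 ± 1.94 (adjusted p = 0.0408). With total scaling the log2 fold changes were −2.41 for SNORA81, −2.53 for SNORA66, −2.45 for SNORA73A, −2.38 for SNORA73B, −3.08 for SCARNA1 and −1.06 for RNU2-2P, the last no longer called. RMRP had −5.12 ± 2.62 (adjusted p = 0.0837).

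The named mRNAs lower in dyskerin were IPO7, an importin (−5.57 ± 1.78), the ribosomal protein mRNAs RPL13 (−5.34 ± 1.94) and RPL12 (−5.81 ± 2.05), and SRGAP2B (−5.60 ± 2.04), with edgeR adjusted p-values of 0.0408, and SRGAP2C (−5.18 ± 2.11, adjusted p = 0.0417). In RPL12 100% of GAR1 cDNAs lay within 100 nt of an annotated snoRNA or scaRNA, as did 100% in RPL13 and 100% in IPO7. In SRGAP2C, 99.8% of the GAR1 cDNAs lay in a single intronic stretch of chromosome 1 (121327301 to 121327400), and in SRGAP2B 88.2% lay in another (144952701 to 144952800). SRGAP2B and SRGAP2C are near-identical copies, so their values are uncertain. None of the 5 was called with total scaling.

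The named RNAs higher in dyskerin included GPHN, encoding the synaptic scaffold gephyrin, at 5110.1 CPM against 6.32 in GAR1 (5.36 ± 2.24; edgeR adjusted p = 0.0431), COMMD10 (6.94 ± 2.76, adjusted p = 0.0408), the kinase gene MAPK8 (6.20 ± 2.73, adjusted p = 0.0467), NCL, encoding nucleolin (7.94 ± 3.08, adjusted p = 0.0408), SCLT1 (8.57 ± 3.37) and the lncRNA EPIC1 (8.47 ± 3.35, adjusted p = 0.0408 for both). In dyskerin, 98.7% of the GPHN cDNAs, 99.3% of those of MAPK8 and 99.5% of those of COMMD10 were intronic, while 94.9% of NCL cDNAs were in coding sequence. Genes at 0 in both GAR1 libraries have bounds only. On the TMM scale FAF1 was at least 132-fold higher in dyskerin, NME7 129.8-fold, EIF3A, a translation initiation factor mRNA, 119-fold, MAGI3 118-fold, VOPP1 117-fold and LINC01411 114-fold (edgeR adjusted p = 0.0408 for each). ENSG00000248515 was at least 97.9-fold higher, LINC01036 76.8-fold, ENSG00000263551 55.7-fold, HCG18 40.1-fold, EEF2 15.4-fold and DKC1 4.77-fold, with adjusted p-values from 0.0408 to 0.0441. With annotated ends of short RNAs taken exactly, the snoRNA hosts NCL, EIF3A, EEF2 and DKC1 turned to the lower direction.

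Several RNAs named beforehand did not pass the test with TMM. MALAT1 had a log2 fold change of 0.05 ± 1.11 (SE; edgeR adjusted p = 0.975), SRRM2 0.55 ± 2.07 (adjusted p = 0.832), ACTB −0.52 ± 2.43 (adjusted p = 0.865), NEAT1 −1.98 ± 2.09 (adjusted p = 0.425) and RN7SK −0.99 ± 2.41 (adjusted p = 0.739). With total scaling these became 3.45, 4.49, 3.63, 1.23 and 2.68, so ACTB, NEAT1 and RN7SK changed direction, and MALAT1, SRRM2 and ACTB were called higher in dyskerin. TERC, the telomerase RNA, and the mRNAs of the H/ACA proteins NHP2 and NOP10 had no peak cDNA in any of the 8 libraries. Whether the cells expressed these RNAs was not tested, so this does not show that the proteins fail to contact them. DESeq2 called 11 of the 18 higher and 11 of the 11 lower named genes. No filter left 0 of 18 and 6 of 11, and sites that overlap a single gene 0 of 17 and 0 of 8. No scaling between libraries left 16 of 18 and 0 of 11. Sites of at least 3 cDNAs left 18 of 18 and 4 of 11, and scaling to total peak cDNAs 18 of 18 and 5 of 11. Without the first GAR1 library 0 of the 18 higher were called and all 11 lower, and without the second 1 and 4. Without the first or second dyskerin library 14 or 15 of 17 higher were called and 0 of the 11 lower.

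By gene list, glycolysis mRNAs and mRNAs of nucleolar and H/ACA proteins were higher in dyskerin by fry (adjusted p = 0.0326 for each). Of 12 glycolysis mRNAs 4 were higher, 3 adjusted over the list alone, with a median of 2.38 (0.918 at the bound). Of 13 nucleolar and H/ACA protein mRNAs 9 were higher, 10 adjusted over the list alone, with a median of 7.77 (3.14 at the bound). H/ACA snoRNAs had 117 lower, 130 adjusted over the list alone (adjusted p = 0.095, mixed 0.0473). Of 28 listed scaRNAs, 22 were lower, 27 adjusted over the list alone (adjusted p = 0.0984), and of 165 C/D snoRNAs 65 and 0 (median −5.32, adjusted p = 0.0984). With total scaling the medians of these 3 lists were −2.59, −2.36 and −1.72, and the lists passed as lower. Among 51 cytosolic ribosomal protein mRNAs 25 were higher and 3 lower, the same adjusted over the list alone, with a median of 5.59 (0.965 at the bound; adjusted p = 0.095, mixed 0.0034). Without the first or second dyskerin library this median was −1.39 or −0.84. Of 28 translation factor mRNAs 15 were higher, and adjusted over the list alone 15 were higher and 2 lower (median 5.97, 1.53 at the bound; adjusted p = 0.095). Of 7 histone mRNAs 4 were higher on either adjustment (median 5.70, 0.0159 at the bound; adjusted p = 0.095). The mixed adjusted p was also under the threshold for histone mRNAs (0.0111), translation factor mRNAs (0.00903), nucleolar and H/ACA protein mRNAs (0.00667), glycolysis mRNAs (0.0034), chaperone mRNAs (0.0454) and snoRNA host and nuclear lncRNAs (0.0473).

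Speckle protein mRNAs had 4 of 25 higher (median 2.03), cytoskeleton and extracellular matrix mRNAs 4 of 21 (median 1.28, 1.24 at the bound) and chaperone mRNAs 6 of 19 (median 2.32, 1.88 at the bound). Adjusted over the list alone these 3 lists had 0, and their fry adjusted p-values were 0.145, 0.193 and 0.115. Spliceosomal snRNAs had 5 of 22 lower, 1 adjusted over the list alone (median −3.37, adjusted p = 0.145). The list of snoRNA host and nuclear lncRNAs had 3 of 17 higher and 4 lower, the same adjusted over the list alone (median −1.51, adjusted p = 0.446), and mitochondrially encoded RNAs 0 of 6 (median −2.91, adjusted p = 0.338), and the medians of both turned positive with total scaling, at 2.14 and 0.85. Other short structured RNAs had fewer than 5 tested members and were not tested. Without the first GAR1 library 2 lists passed as higher and 5 as lower, and without the second GAR1 library or either GAR1 IgG library 0 passed. The lists that passed as higher numbered 6 without the first dyskerin IgG library and 1 without the second. Without either dyskerin library 4 passed as higher and 1 as lower.

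Whether the effect over IgG differed between the proteins was tested as an interaction. EdgeR called 0 genes, with 166 higher and 206 lower at an unadjusted p under 0.05 and a smallest adjusted p of 0.644, and DESeq2 called 4 higher and 14 lower. Without the first GAR1 library edgeR called 104 lower (smallest adjusted p = 5.76e-17, with 1 GAR1 library left), with a minimum of 50 counts 101 higher, with total scaling 35 higher and with no filter 12 lower. No list passed, with adjusted p-values of 0.773 or more, although 78 H/ACA snoRNAs were lower adjusted over the list alone. The 4 antibody libraries against the 4 IgG libraries gave 0 genes by edgeR, with 895 higher and 0 lower at an unadjusted p under 0.05, and 0 by DESeq2, with 75 and 0. The median over all genes was 0.79 and 2.63 for the interaction and for both antibodies with TMM, 2.13 and 1.81 with total scaling, 2.26 and 1.25 with DESeq2, and 4.96 and 5.67 with no scaling.

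Across RNAs, dyskerin and GAR1 ranked guide RNAs alike. Over 142 H/ACA snoRNAs with a count in both groups, Pearson's r of log10 CPM was 0.971 (Spearman's rho 0.959), over 176 C/D snoRNAs 0.964 (0.971) and over 30 scaRNAs 0.945 (0.939). Over 3011 protein-coding genes r was 0.312 (rho 0.309), and over 379 lncRNAs 0.433 (0.372). The controls gave 0.899 for H/ACA snoRNAs and 0.189 for 582 protein-coding genes between the IgG sets, and r between each antibody and its own IgG over H/ACA snoRNAs was 0.937 for dyskerin and 0.985 for GAR1. Genes are not independent replicates, so no p-value is given.

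Clusters in both replicates marked 7170 protein-coding genes for dyskerin and 692 for GAR1, against 221 and 61 in their IgG sets. Of the GAR1 genes 563 (81.4%) were also bound by dyskerin, where 460.05 would be shared by chance among 10785 genes with any site (exact one-sided hypergeometric p = 2.09e-19, which takes genes as independent). After thinning to the same number of cDNAs the counts were 6674 and 617, with 491 shared. With at least 10 cDNAs in both replicates they were 5301 and 139, with 121 shared.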

Values the study reported

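For dyskerin, the study attributed 64% of all iCLIP reads to protein-coding mRNAs. It placed the strongest binding of both proteins in coding sequences, ahead of 5′UTRs, 3′UTRs and introns in that order, and located the peak of intronic binding 6 to 8 kb from the closest exon.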

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

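The tests of depth, of annotated ends and of single controls below were chosen only after the result was seen. With groups of 2 libraries no test of a single sample against its group was made. For 5 RNA classes, both libraries of 1 antibody moved in the opposite direction from both libraries of the other when set against their IgG controls, and these differences were not tested. The directions are against the mean of 2 controls, of which the second library of each set had few cDNAs.

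The share of peak cDNAs in protein-coding genes was 30.3 percentage points above IgG for dyskerin and −3.10 for GAR1, a difference of 33.4. For C/D snoRNAs the effects were −1.69 and 4.21, a difference of −5.90. For scaRNAs they were −1.35 and 1.70, a difference of −3.04. For rRNA they were 0.00549 and −0.0226, a difference of 0.0281, and for the remaining RNAs 0.394 and −0.0293, a difference of 0.424. Without the second control library of each set, the effects were 9.70 and 0.248 for protein-coding genes, −0.569 and 2.61 for C/D snoRNAs, 0.232 and 1.01 for scaRNAs, 0.00549 and 0.00789 for rRNA, and −0.0161 and 0.00326 for the remaining RNAs. Opposite directions in the antibody means were then left for C/D snoRNAs and, turned around, for the remaining RNAs, and the smaller controls decide the others. Without the first control library of each set, the effects were 50.9 and −6.45 for protein-coding genes and −2.81 and 5.81 for C/D snoRNAs.

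The smaller share of protein-coding genes in GAR1 than in dyskerin was weighed against 3 technical explanations. The 5 nt margin, which gives sites of host genes to their snoRNAs, was argued against as the whole cause, since dyskerin stayed at least 5.04 times above GAR1 with annotated ends taken exactly, against 19.999 times with the margin. Sites of 1 or 2 cDNAs that passed the call for dyskerin alone were argued against as the whole cause. With only sites of at least 10 cDNAs, dyskerin still held 7.18% and 9.56% and GAR1 1.08% and 1.54%. With sites of at least 3 cDNAs dyskerin also stayed far above GAR1, as given below. Of the GAR1 sites, 34.7% and 42.1% held 1 cDNA, so such sites passed there too. A part of the difference remained open to this cause. With sites of at least 10 cDNAs the lowest ratio fell to 4.67, between the bounds of 1.5 and 5 set beforehand. A lower depth of GAR1 also remained open: the highest GAR1 share was 3.23%, but only 1 GAR1 library had more peak cDNAs than the dyskerin libraries, and the sequencing depth itself is not known. A difference in what the proteins contact stays a possible explanation that was not separated from these.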

How the results depend on the processing

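Counts with no scaling between libraries, annotated ends taken exactly, GENCODE 44 alone and the omission of the 2 IgG libraries with the fewest peak cDNAs and crossed replicate numbers were chosen only after the data were seen, as were region densities without sites near snoRNAs and scaRNAs. Of the values that answer a comparison, 293 moved by less than the spread between replicates or kept their side of the threshold under an alternative and 101 did not. Of the others, 1058 kept their direction and call, 216 lost a call, 51 gained a call, 82 reversed and 74 moved. With 2 libraries per group and IgG libraries of as few as 8183 peak cDNAs, counts of calls were limited by the spread between replicates. Where a library is left out, the lone library of its group is assumed to vary like the other groups. The repeat share of intronic sites was not run, since the reference has no soft-masked bases. Lists with fewer than 5 tested members gave no value with sites of at least 3 cDNAs or without a dyskerin library, and thinning was not done for IgG. Unless an alternative leaves out genes, sites or libraries by its construction, the cause was not tested.

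With DESeq2, GAR1 against IgG gave 14 higher and 4 lower, dyskerin against GAR1 65 higher, and the interaction 4 higher and 14 lower. RN7SK was at 0.0055 in dyskerin against IgG. With GENCODE 44 alone MALAT1 was at −0.041 in dyskerin against GAR1 and the protein-coding share of GAR1 was 3.63%. With annotated ends exactly, NCL was at −2.88, EIF3A at −1.36, DKC1 at −5.19 and EEF2 at −2.46 in dyskerin against GAR1. The protein-coding shares were then 67.3% for dyskerin and 12.1% for GAR1, and the H/ACA snoRNA share of GAR1 68.1%. With at least 10 cDNAs in both replicates 139 protein-coding genes were bound by GAR1, and with at least 10 counts in each group r between the proteins was 0.247.

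With a minimum of 50 counts, dyskerin against IgG gave 777 higher and 8 lower, GAR1 against IgG 25 lower, dyskerin against GAR1 189 lower and the interaction 101 higher. In GAR1 against IgG, NEAT1 was at −0.090, MALAT1 at −1.36, RNU2-2P at −0.54 and SNORA66 at −0.76. In dyskerin against GAR1, NEAT1 was at 0.26, ACTB at 2.63 and RN7SK at 1.68. With no filter, dyskerin against IgG gave 2 lower, GAR1 against IgG 40 higher, dyskerin against GAR1 0 higher and 485 lower, and the interaction 12 lower, and RN7SK was at 0.016 in dyskerin against IgG.

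Weighting by cDNAs put U at the crosslink at 34.8% for dyskerin and 31.6% for GAR1. With each site counted once, protein-coding shares were 86.7% for dyskerin and 32.7% for GAR1, and H/ACA snoRNA shares 0.979% and 30.1%. To exons of any gene the median intronic distance was 6672.5 nt for dyskerin and 3283.75 nt for GAR1. Within 5 nt, 60.1% of dyskerin sites were shared between replicates. With sites that overlap a single gene, dyskerin against GAR1 gave 0 higher and 0 lower and MALAT1 was at −0.67. The protein-coding shares were then 80.3% and 18.8%, and the H/ACA snoRNA shares 1.23% and 44.9%.

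With no scaling between libraries, dyskerin against IgG gave 3925 higher and dyskerin against GAR1 18 lower. In dyskerin against IgG, MALAT1 was at 3.45, RN7SK at 3.87, RNU2-2P at 4.65 and SNORA66 at 3.90. In dyskerin against GAR1, NEAT1 was at 1.97, ACTB at 3.63 and RN7SK at 3.07. The lists called higher were 11 in dyskerin against IgG and 6 in dyskerin against GAR1, and the medians in the latter were 1.15 for mitochondrially encoded RNAs, 2.46 for snoRNA host and nuclear lncRNAs and 0.54 for spliceosomal snRNAs. With scaling to total peak cDNAs, GAR1 against IgG gave 1 lower, dyskerin against GAR1 5793 higher and 178 lower, and the interaction 35 higher. In GAR1 against IgG, MALAT1 was at −1.12, RNU2-2P at −0.28 and SNORA66 at −0.53, and in dyskerin against GAR1, NEAT1 at 1.23, ACTB at 3.63 and RN7SK at 2.68. The lists called were 0 in dyskerin against IgG, and 9 higher and 3 lower in dyskerin against GAR1. H/ACA snoRNAs had a median of −0.92 in dyskerin against IgG, and in dyskerin against GAR1 mitochondrially encoded RNAs 0.85, snoRNA host and nuclear lncRNAs 2.14 and spliceosomal snRNAs −0.011.

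With sites of at least 3 cDNAs, dyskerin against IgG gave 3 lower and dyskerin against GAR1 100 lower. In dyskerin against IgG, RN7SK was at 0.23 and RNU2-2P at 1.33. In GAR1 against IgG, MALAT1 was at −0.015, ACTB at −0.37 and SNORA66 at −0.13, and in dyskerin against GAR1, NEAT1 at 2.77, ACTB at 5.54 and RN7SK at 3.97. The lists called higher were 0 in dyskerin against IgG and 6 in dyskerin against GAR1, with medians of −0.27 for snoRNA host and nuclear lncRNAs and 0.74 for spliceosomal snRNAs. Of dyskerin sites 35.8% were shared between replicates. Protein-coding shares were 38.1% and 1.73%, the H/ACA snoRNA share of dyskerin 30.9%, coding sequence densities 83.4% and 54.9%, the median intronic distance 8671 and 2539.5 nt, U at the crosslink 41.9% and 30.3%, and bound protein-coding genes 3948 and 223 for dyskerin and GAR1.

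With a replicate block, dyskerin against GAR1 gave 0 higher and 0 lower (84 and 64 at an unadjusted p under 0.05 by edgeR). RN7SK was at 1.09 in dyskerin against IgG, and ACTB was at 1.77 and RN7SK at 0.83 in dyskerin against GAR1. The lists called were 0 in dyskerin against IgG and 0 in dyskerin against GAR1, and mitochondrially encoded RNAs had a median of 1.18. Deviations of same-numbered libraries from their group means correlated at 0.102 in the dyskerin set and −0.111 in the GAR1 set, across genes, which does not settle whether same-numbered libraries belong together, and they were treated as unpaired. With the numbers of the replicate block crossed in the GAR1 set, edgeR gave 2 lower in dyskerin against IgG, 128 higher in GAR1 against IgG, 1 higher and 86 lower in dyskerin against GAR1, and 91 lower for the interaction, in a fit whose smallest adjusted p of 5.74e-102, in dyskerin against GAR1, is implausible with so few residual degrees of freedom. Without the 2 IgG libraries with the fewest peak cDNAs, SRRM2 was at −0.012 and RNU2-2P at 0.088 in dyskerin against IgG.

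Leaving out each library in turn, GAR1 against IgG gave 0 to 810 higher, dyskerin against GAR1 0 to 3060 higher and 20 to 345 lower, and the interaction 0 to 104 lower. In dyskerin against IgG, NEAT1 ranged from −1.35 to 2.27, MALAT1 from −2.62 to 0.85, ACTB from −0.65 to 2.73, SRRM2 from −0.012 to 13.77, RN7SK from −1.05 to 3.97, RNU2-2P from −4.20 to 0.088 and SCARNA1 from −1.38 to 1.65. In GAR1 against IgG, MALAT1 ranged from −1.05 to 3.81, RNU2-2P from −0.36 to 5.22 and SNORA66 from −0.59 to 4.40. In dyskerin against GAR1, MALAT1 ranged from −0.61 to 1.44, ACTB from −1.49 to 3.91, SRRM2 from −0.35 to 3.55 and RN7SK from −1.79 to 1.05. The lists called higher were 0 to 1 in dyskerin against IgG, 0 to 5 in GAR1 against IgG and 0 to 6 in dyskerin against GAR1, where 0 to 5 were called lower. List medians ranged from −3.28 to 0.16 for H/ACA snoRNAs in dyskerin against IgG. In dyskerin against GAR1 they ranged from −1.39 to 6.66 for cytosolic ribosomal protein mRNAs, −3.84 to −0.51 for mitochondrially encoded RNAs and −3.80 to 1.05 for snoRNA host and nuclear lncRNAs. The correlation of the proteins over protein-coding genes ranged from 0.323 to 0.351.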

Other observations

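The tests of a shared background, of other splits of the libraries and of related hot spots counted once were chosen only after the result was seen, and the exact p-values of the hot spots replaced simulated ones after these were seen. On a logarithmic scale of distance to the exon, the fullest bin of intronic sites was 2.51 to 3.16 kb in both GAR1 libraries and 5.01 to 6.31 kb in both dyskerin libraries. It was 6.31 to 7.94 kb in the first dyskerin IgG library and 2.51 to 3.16 kb in the other IgG libraries. The fullest bin depends on the scale, since in bins of equal width it was 0 to 2 kb in the libraries of both proteins. The bins used by the study are not known, so these positions do not test the one quoted from it above.

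GAR1 crosslinks piled up at intronic positions with no annotated snoRNA or scaRNA within 200 nt. The highest count lay in SRGAP2B on chromosome 1 at 144952728 (minus strand), with 3324 GAR1 cDNAs within 50 nt over both replicates, 1131 dyskerin cDNAs and 242 in the GAR1 IgG set. SRGAP2C at 121327353 on chromosome 1 (plus strand) had 2525, 1179 and 195, and their parent gene SRGAP2 at 206345721 had 1702, 484 and 102. BUB1, which encodes a spindle checkpoint kinase, had 1124, 385 and 112 on chromosome 2 at 110642758. The lncRNA gene ENSG00000280441 on chromosome 21 at 8401442 had 411, 276 and 26, NTAQ1 on chromosome 8 at 123434515 had 863, 298 and 80, and RBCK1 on chromosome 20 at 416907 had 593, 144 and 32. These counts are not scaled, and the GAR1 libraries held 2561972 peak cDNAs, the GAR1 IgG libraries 305956 and the dyskerin libraries 3569410. Per peak cDNA, SRGAP2B was 1.64-fold higher in GAR1 than in its IgG set and BUB1 1.2-fold, and 13 of the 72 hot spots were higher in the IgG set, such as ENSG00000275016 with 237 cDNAs against 53 and ARMH4 with 117 against 77. Dyskerin was above GAR1 per peak cDNA at 6, such as ENSG00000278996 at 8214666 with 825 cDNAs against 268. The 3 SRGAP2 copies are near-identical, so their separate values are uncertain. Identical stretches of 25 nt shared with annotated snoRNA copies elsewhere were argued against as a source of the pile-ups, since 0% of the 72 hot spots held a 25-nt stretch of an annotated snoRNA or scaRNA. The study also kept shorter reads and allowed mismatches in alignment. Shared reads of those kinds were not tested and remain open as a source.

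A candidate explanation for these pile-ups is unannotated H/ACA RNAs. Of the 72 hot spots, 35 (48.6%) were followed by an H box and an ACA box at the spacing of this class, against 29.1% of random positions in the same introns, a ratio of 1.67 (exact one-sided p = 0.000213). Of the 8 hot spots in ENSG00000280441 and ENSG00000278996, 0 had both boxes. Counting related hot spots once, 64 families gave 48.4% against 28.7%, a ratio of 1.69 (exact one-sided p = 0.000383). Annotated H/ACA RNAs had both boxes in 67.4% of 135. The window of 45 to 85 nt for the H box was set before the test ran and no other was tried, while folding and conservation were not tested.

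The first IgG library of each set resembled the library of its own antibody, with r across genes of 0.955 between the first GAR1 library and its IgG and 0.809 between the first dyskerin library and its IgG, but 0.502 between those IgG libraries. The second IgG libraries went the other way, with 0.874 between them against 0.784 and 0.658 with their own antibodies, so a nuclear background shared by all controls remained open, as did passage of cDNAs from an antibody library into its control. In the first GAR1 control 98.0% of cDNAs lay at positions of its antibody library, and the ratio of control to antibody counts varied 2.19-fold between its 10th and 90th percentiles over 218 genes, against 91.0% and 4.65-fold over 16 genes in the second. The overlap was not particular to the same-numbered library, since 98.7% of cDNAs of the first control lay at positions of the second GAR1 library and 89.4% of those of the second at positions of the first. In the dyskerin set the values were 72.0% and 2.21-fold over 282 genes in the first and 86.5% and 1.90-fold over 13 genes in the second, and contact of H/ACA particles with the beads is an alternative that was not tested.

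The comparison of the 4 antibody libraries with the 4 IgG libraries gave 0 genes, so all 35 splits of the 8 libraries gave at least as many by construction and their number says nothing of chance. The highest other split, dyskerin and its IgG against GAR1 and its IgG, gave 3561 genes, which points to a structure of the samples. As this split also parts dyskerin from GAR1, which on their own gave 3317 genes, it does not show that the IgG libraries follow their antibody set.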
